# Single-cell mRNA isoform diversity in the mouse brain

**DOI:** 10.1186/s12864-017-3528-6

**Published:** 2017-02-03

**Authors:** Kasper Karlsson, Sten Linnarsson

**Keywords:** Alternative isoform usage, Single-cell RNA sequencing, STRT, PacBio, Long read sequencing, UMI, Oligodendrocytes

## Abstract

**Background:**

Alternative mRNA isoform usage is an important source of protein diversity in mammalian cells. This phenomenon has been extensively studied in bulk tissues, however, it remains unclear how this diversity is reflected in single cells.

**Results:**

Here we use long-read sequencing technology combined with unique molecular identifiers (UMIs) to reveal patterns of alternative full-length isoform expression in single cells from the mouse brain. We found a surprising amount of isoform diversity, even after applying a conservative definition of what constitutes an isoform. Genes tend to have one or a few isoforms highly expressed and a larger number of isoforms expressed at a low level. However, for many genes, nearly every sequenced mRNA molecule was unique, and many events affected coding regions suggesting previously unknown protein diversity in single cells. Exon junctions in coding regions were less prone to splicing errors than those in non-coding regions, indicating purifying selection on splice donor and acceptor efficiency.

**Conclusions:**

Our findings indicate that mRNA isoform diversity is an important source of biological variability also in single cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3528-6) contains supplementary material, which is available to authorized users.

## Background

Alternative mRNA isoform usage is prevalent in mammalian genomes, and allows the creation of a highly diverse set of proteins from a relatively small number of genes. The phenomenon was first described around 30 years ago [1, 2], and was initially thought to be rare. With the introduction of mRNA sequencing technology, today we know that more than 90% of all multi-exon genes in humans are alternatively spliced [3, 4].

Alternative isoform usage has been studied at the 5′ end [5]; for exon splicing [3] and at the 3′ end [6]. Furthermore, exon splicing can be divided into four categories: alternative 5′ splice-site choice, alternative 3′ splice-site choice, cassette-exon inclusion and intron retention [7]. Currently the most common approach to study alternative isoform usage is by second generation sequencing, but some studies have also been performed using imaging [8]. Most studies have used bulk tissue, which contains a mixture of cell types, but a growing number of publications study isoform usage at the single cell level, e.g., 3′ polyadenylation [9] and exon-cassette inclusion [10], but not yet full-length isoforms. There has also been some investigation into the potential long-range correlation of multiple exon-cassette inclusion events [11, 12] as well as correlation between transcription start site (TSS) and transcription termination site (TTS) [13].

Most studies have found a considerable diversity of isoforms. A recent paper [14] from the Encode consortium combining RNA-seq, CAGE and paired end tags found that cell lines tend to express genes as multiple isoforms simultaneously and that the number of isoforms per gene grew with increased number of annotated isoforms. Similarly, a study using long-read sequencing showed that the majority of genes are alternatively spliced [15]. However, since these studies were based on bulk material, it remains unknown whether multiple isoforms are also present in each individual cell.

Alternative isoform usage has also been shown to have functional importance [7] and to be dysregulated in disease, e.g., in cancer [16] and Alzheimer’s disease [17]. Extreme examples of isoform diversity include the Drosophila Dscam1 gene, which produces more than 38,000 isoforms [12] and is required for neurite self-avoidance in the wiring of the Drosophila nervous system. In mammals, a similar function may be served by the clustered protocadherins, which generate isoform diversity through the use of large numbers of alternative promoters and first exons [18].

Most previous studies of isoform diversity have relied on short-read sequencing (which cannot define full-length isoforms) of bulk samples (which cannot determine isoform usage in individual cells). However, recent progress in DNA sequencing technology now allows full-length end-to-end sequencing of cDNA. Similar progress in sample preparation now permits the generation of high-quality full-length cDNA from single cells. Here we take advantage of the PacBio long read sequencing technology and the precision allowed by using unique molecular identifiers (UMI) [19] to get a comprehensive understanding of alternative isoform usage at the single cell level. PacBio long read sequencing provides exceptionally long reads, in our case up to 5000 bases, but comes at a cost of lower throughput. PacBio sequencing allowed us to study all aspects of isoform usage (TSS, TTS, exon-cassette inclusion, intron retention and exon 5′ and 3′ position) in cDNA amplified from single primary cells. Although amplification can introduce both quantitative bias and artefactual mutations, we were able to control and manage these sources of error using unique molecular identifiers (UMIs). This technology was instrumental since it allowed both identification and counting of individual cDNA molecules [19], and correct sequencing errors [20, 21].

We find that a large fraction of all transcripts in single cells constitute distinct isoforms (in average 1.7 transcripts per conservative isoform). We also show that single-cell isoform diversity affects the protein coding repertoire: genes in single cells commonly have more than three coding isoforms and in extreme cases more than 20 coding isoforms.

Most of the diversity is created at the 5′ and 3′ ends of the transcript, but a substantial amount of diversity is also created by alternative exon cassette inclusion as well as shifts in the location of exon 5′ and 3′ splice sites. Furthermore, we show that exon junctions in coding regions are less diverse than exon junctions in non-coding regions of transcripts, suggesting purifying selection against coding variants.

## Results and discussion

### Measuring isoform diversity in single cells

We selected six single cells for which cDNA was available from an earlier experiment [22]. Two cells were vascular and leptomeningeal cells (VLMCs), and four cells represented stages of oligodendrocyte maturation: Oligo1 (immature oligodendrocyte) and Oligo5 (mature myelinating oligodendrocyte). 

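For these 6 cells the authors deposited 1 table of transcripts, in which each entry is a group of reads with the same cell, gene and UMI. Its values are counts, the number of reads merged into each transcript, without normalization, and each transcript also has the start and end positions of its aligned blocks on mm10 (GRCm38). The authors had split concatemers, kept reads with the cell barcode at both ends and a poly-A stretch, aligned them with GMAP and kept the molecules that aligned uniquely. They had joined blocks less than 40 bp apart, annotated each gene by its RefSeq isoform with the most exons, and merged reads with the same UMI. The table held 36659 transcripts and 73594 reads. VLMC-1 had 2338 transcripts of 979 genes from 7610 reads, and VLMC-2 had 4689 transcripts of 1694 genes from 15155 reads. Oligo1-1 was the most deeply sampled cell, with 11483 transcripts of 3080 genes from 20509 reads, and Oligo1-2 had 6043 transcripts of 2250 genes from 8328 reads. Oligo5-1 and Oligo5-2 had 5895 and 6211 transcripts of 2186 and 2543 genes, from 13739 and 8253 reads. The animal of each cell is not named in the labels or the text, so a cell type was treated as 1 sample and no test compared cell types. Values are given for each cell, and a mean ± SD over the 6 cells describes these cells only. VLMCs are fibroblast-like cells of the meninges and of vessel walls. The labels of the deposited samples call the pair of VLMCs progenitors of oligodendrocytes, and they were matched to the VLMCs of the text by elimination. Of 10 marker genes of VLMCs, 8 had transcripts in VLMC-1 (103 transcripts, 4.41% of the cell) and 9 in VLMC-2 (245 transcripts, 5.22%). None of the 10 had a transcript in an oligodendrocyte, where a count of 0 allows a share of up to 0.0509% in Oligo5-1, the shallowest of these cells. The 10 marker genes of oligodendrocytes made up 12.7%, 11.7%, 14.3% and 9.19% of the transcripts of Oligo1-1, Oligo1-2, Oligo5-1 and Oligo5-2, and had no transcript in either VLMC. Of 10 markers of progenitors, Pdgfra alone, which VLMCs also express, had transcripts in the VLMCs (5 in VLMC-1 and 3 in VLMC-2). Intervals and limits from 0 counts cover counting error only.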

The cDNA was previously prepared using STRT/C1 [23], which resulted in full-length cDNA normally sequenced from the 5′ end, to indicate only the transcription start site. Here, we instead sequenced each cDNA sample using Pacific Biosciences Single Molecule Real Time (PacBio SMRT) technology [24], which generated long reads often comprising the entire length of each cDNA molecule. Known adapter sequences were trimmed off each end and their presence was used to confirm the full-length nature of each read. Two PacBio runs were performed, the second of which used an enrichment step for long molecules and an improved sample preparation method and yielded longer reads; reads from both experiments were pooled. We found that a large number of reads in the long data set consisted of concatemers of shorter molecules (33% of all molecules in the long data set contained three or more detectable cDNA ends, as shown by the presence of adapter sequences). This phenomenon was also present in the short data set, albeit much less frequently. Since samples were pooled after PCR amplification but before circularization, and since fragments were always found ligated end to end, we conclude that the concatemerization must have happened during the circularization reaction. We therefore split such reads into individual subreads using the adapter sequences. In order to ensure read length was not limiting, we removed all reads that did not include the polyadenylation tail as well as the first exon (Additional file 1: Figure S2A-B). 

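Of the deposited transcripts, 356 (0.971%) were assigned to 2 or more overlapping genes and were left out. Of the 36303 assigned to 1 gene, 13293 covered an annotated first exon and were used as conservative transcripts, a share of 36.6% (Wilson 95% interval, 36.1% to 37.1%). An annotated first exon was taken as the first exon of any RefSeq-linked transcript of the gene in GENCODE M21, a reading chosen after several had been set beside the numbers in Table S2. The share was 37.2% in VLMC-1, 47.3% in VLMC-2, 47.2% in Oligo1-1 and 48.4% in Oligo5-2. It was lower in Oligo1-2, at 12.3% (Wilson 95% interval, 11.5% to 13.2%), and in Oligo5-1, at 19.8% (18.8% to 20.9%), outside the intervals of the other 4 cells. The read names separated 5 SMRT cells of the short run from 2 of the long run, which gave 45221 and 28373 reads, so that the long run made up 38.6% of the reads. By cell, the long run gave between 24.0% of the reads (Oligo5-1) and 52.1% (Oligo5-2). The 20973 transcripts read in the short run alone had a median aligned length of 597 bp, and 27.7% of them covered a first exon (Wilson 95% interval, 27.1% to 28.3%). The 10677 transcripts of the long run alone had a median of 1927 bp, and 51.4% (50.4% to 52.3%) covered a first exon. Transcripts read in both runs (5009) lay between these values, with a median of 1158 bp and 42.6% (41.2% to 44.0%).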

Due to this, the relatively low read depth and the generally low transcript capture efficiency of single cell RNA sequencing protocols, the results below are lower-bound estimates of isoform diversity. A summary of the six sequenced cDNA libraries is given in Additional file 1: Figure S1, Additional file 2: Table S1 Reads per cell, Additional file 3: Table S2 Summary Conservative Isoforms, Additional file 4: All isoforms and Additional file 5: Isoforms and coding isoforms per gene.

We next analyzed the technical performance of our methods, to determine their quantitative accuracy. PacBio sequencing of single-cell RNA requires extensive amplification so there was a concern that the amplification would cause bias in the data. We used unique molecular identifiers (UMIs) to label individual cDNA molecules before PCR, and hence to identify and merge redundant PacBio reads originating from the same original cDNA molecule. 

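In the deposited table, 22164 of the transcripts had a UMI with a single read, which is 60.5% (Wilson 95% interval, 60.0% to 61.0%). By cell, this share was 47.0% in VLMC-1, 45.2% in VLMC-2, 60.1% in Oligo1-1, 74.6% in Oligo1-2, 47.2% in Oligo5-1 and 76.7% in Oligo5-2 (mean 58.4% ± 14.4, SD over 6 cells). The UMIs had 6 bases and thus 4096 possible sequences. Within a cell, in genes with 2 to 5 conservative transcripts, 18.3% of the pairs of UMIs of the same gene differed by 1 substitution or by a shift of 1 base, against 0.976% of the pairs of UMIs from different genes. The numbers of transcripts given for the 6 cells count each UMI as deposited.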

Due to the low read depth from PacBio sequencing a large number of transcripts constituted singletons, i.e., UMIs observed only once (61% of the total). We opted to not remove such molecules since due to the low sequencing depth, they are likely to represent true isoforms. However, we made use of those cases where UMIs were sampled more than once to assess the technical reproducibility of our methods. In this way, we were able to correct for unequal amplification, as well as correct sequencing errors that otherwise would have resulted in spurious false-positive isoforms. Since each read with the same UMI came from the same molecule it was also possible to assess these technical artefacts by analyzing how much variability there was between reads with the same UMI.

We found very few errors at exon junctions (<1% of reads offset by 1 bp; Additional file 1: Figure S3A-C), however the variability at the 5′ and 3′ ends was higher, but mostly restricted to an offset of 1 bp (<15% of reads offset by 1 bp for ERCC reads and slightly higher for endogenous genes). The variability at the 5′ end was slightly lower than at the 3′ end, perhaps reflecting the presence of a polyguanine stretch at the 5′ end of these cDNAs (introduced during cDNA synthesis). Overall however, we found that we were confidently able to measure 5′ and 3′ ends of cDNAs, as well as exon-exon junctions with an accuracy of about ±1 bp. Note that the errors reported here are raw errors before UMI correction. We merged all reads with the same UMI by taking the consensus start and end position of each exon, thus reducing the error.

Another possible source of error is reverse transcription. When two identical mRNA molecules are reverse transcribed, it is possible that one of them does not result in a full-length cDNA, which could be mistaken for a true mRNA isoform. UMIs cannot correct for such errors, since UMIs are introduced during cDNA synthesis (and will thus label the two cDNA molecules with two distinct UMIs). To measure this source of technical error, we examined the ERCC (External RNA Controls Consortium) spike-in control RNA, which comprise 92 commercially available *in vitro* transcribed synthetic mRNAs, ranging from 255 to 2007 bp in length. ERCC transcripts have known start and end positions and can therefore be used as a benchmark for how frequently cDNAs include the proper 5′ and 3′ ends. We calculated the offset from the expected 5′ and 3′ positions for each ERCC transcript. As expected, it was greater than the sequencing error alone, with most reads falling within ±5 bp (Fig. 1a and b) both at the 5′ and the 3′ ends. The 3′ end was slightly more accurate than the 5′ end, probably reflecting premature termination of reverse transcription resulting in a shorter molecule with correct 3′ but truncated 5′ end. Ninety-two percent of all reads were aligned to within 5 bp of the 5′ end, and 98% within 5 bp of the 3′ end (Fig. 1b and c).

**Fig. 1:**
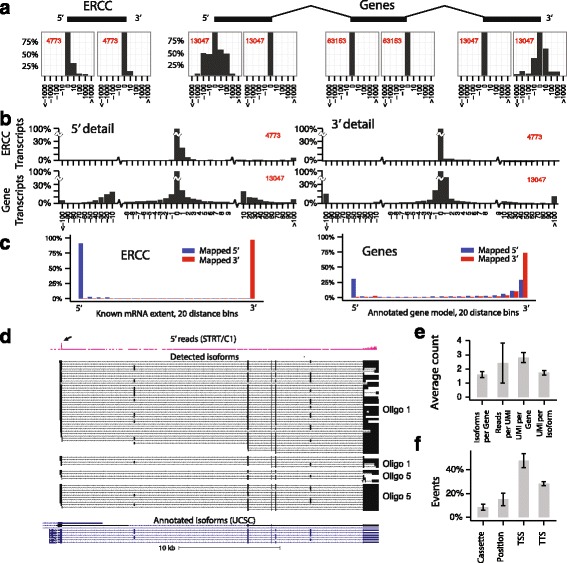
Full-length mRNA isoforms in single cells. **a** Offset from the median mapped position for ERCC transcripts (*left*) and endogenous genes (*right*). Histograms showing the distribution of offsets for 5′ and 3′ ends, and internal splice junctions, as percentage of the count for zero offset. Horizontal axis shows offset in base pairs (note that the axis has variable bin sizes). *Red*, the total number of events used to create each plot. **b** Magnification of the 5′ and 3′ end for both ERCC transcripts and transcripts mapping to genes. Note that the bin sizes are larger after ±10 bp. **c** Relative position of transcript ends for ERCC (*left*) and endogenous genes (*right*). **d** Isoforms observed for *Mbp*. Each *black track* is a separate isoform (not a separate UMI). *Pink track*, reads from Zeisel et al. [22], obtained using a 5′-specific RNA-seq method. The *arrow* points to a peak representing the transcript start site from this extended dataset. *Blue tracks*, UCSC gene models. **e** Average number of isoforms per gene, reads per UMI, UMI per gene and UMI per isoform. Error bars, standard deviation. **f** Distribution of isoform event types. *Error bars* show standard deviations

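For the endogenous genes, offsets were taken from the median position of all transcripts with the same gene and the same deposited exon structure, over 12529 transcripts of coding genes. These have 2 or more exons, as many aligned blocks as exons, and an exon structure seen in 2 or more transcripts, and they were used whether or not they covered the annotated first exon. At the 5′ end, 28.2% of the transcripts lay at the median position, 56.7% within 5 bp of it and 3.49% more than 100 bp away. At the 3′ end, 34.9% lay at the median position, 78.7% within 5 bp and 10.2% more than 100 bp away. These offsets are between different molecules, after the reads of each UMI had been merged. ERCC transcripts were not analysed here.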

In previous work using PacBio sequencing [15], a marked drop in read length was noticed for ERCC molecules longer than 1.5 kb, where a median of 377 base pairs was missing. However, in our present dataset the median number of missed nucleotides for all ERCC transcripts, for both 5′ and 3′ positions, was zero, and the number of transcripts that deviated from the correct ERCC starting position increased only slightly with increased transcript length, as shown in Additional file 1: Figure S4. In conclusion, technical sources of error introduced an uncertainty of around ±1 bp at each exon boundary and less than ±5 bp transcript 5′ and 3′ ends. Conservatively, we therefore considered all variability within these boundaries as technical artifacts, which were omitted from all analyses below, and we restricted our analysis to transcripts that both covered an annotated first exon and contained a poly-A tail to ensure full length isoforms are studied.

### Isoform structure in single cells

First, we examined the transcription start and termination sites. As expected, ERCC control RNAs were nearly all full-length and both 5′ and 3′ ends mapped to the extremes of each transcript (Fig. 1c). In contrast, for endogenous genes only around 30% of 5′ ends of transcripts were located near the annotated 5′ end, with a large number of truncated transcripts aligned to the 3′ UTR. This was in agreement with our previous finding that endogenous genes tend to be truncated at their 5′ ends, probably partly representing ongoing mRNA degradation [25], partly the presence of unannotated alternative transcription start sites, and partly due to strand invasion during reverse transcription, which has been shown to contribute with template switching artifacts [26].

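Each transcript with a gene model was placed along its gene by 2 scales, the spliced length of the exons of the model and the genomic extent of the model, each divided into 20 bins. On the spliced scale, 8850 of 35841 transcripts had their 5′ end in the first bin, which is 24.7% (Wilson 95% interval, 24.2% to 25.1%). On the genomic scale, listed after the values had been seen, the share was 34.2%. Over the 6 cells the mean was 22.9% ± 11.1 (SD) on the spliced scale, with 8.03% in Oligo1-2 as the lowest and 35.9% in Oligo1-1 as the highest value, and 32.6% ± 15.5 on the genomic scale. The 5′ end lay in the last bin in 3.15% of the transcripts on the spliced scale and in 25.9% on the genomic scale.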

Similarly, only around 70% of 3′ ends were located at the annotated 3′ end of genes, with the remainder distributed mostly in the 3′ UTR but away from the annotated transcription termination site. Thus, most truncated 3′ ends could be attributed to alternative polyadenylation sites in the 3′ UTR (or to degradation from the 3′ end). However, interestingly almost 5% of all transcripts ended close to the annotated 5′ end of the gene (within the first 15% of the total gene length, Fig. 1c), thus likely representing short prematurely terminated transcripts.

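The 3′ end was in the last bin of the spliced model in 18688 of the 35841 transcripts, or 52.1% (Wilson 95% interval, 51.6% to 52.7%). The genomic scale gave 71.6% (71.1% to 72.0%). Cells differed less at this end than at the 5′ end, with a mean of 52.9% ± 2.42 (SD over 6 cells, 50.6% to 57.1%) by spliced length and 72.9% ± 4.23 by genomic extent.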

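On the spliced scale, 1455 transcripts ended within the first 15% of the gene model, a share of 4.06% (Wilson 95% interval, 3.86% to 4.27%), and on the genomic scale 1205 did, a share of 3.36%. Each of the 6 cells had such transcripts, between 3.16% of them in Oligo5-1 and 4.63% in Oligo1-1 on the spliced scale.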

To illustrate the extent of isoform diversity, and the structure of common isoforms, we visualized isoforms of the *Mbp* gene (Myelin basic protein; Fig. 1d). Because this gene is highly expressed in oligodendrocytes, it clearly shows a number of commonly occurring features. It showed multiple different TSSs in the first exon, as well as probably degradation from the 5′ end (although it cannot be excluded that some of those events are alternative TSSs). 

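Mbp (ENSMUSG00000041607.17) lies on the plus strand of chromosome 18 of GRCm38, from 82475146 to 82585637, and its last exon, exon 7, from 82584112 to 82585637, is 1526 bp long. The table held 272 transcripts of Mbp, of which 89 covered the first exon. With ends within 5 bp of each other joined into 1 site, these 89 had 9 start sites and 8 end sites, and 19 different sets of junction positions. Of the 89, 15 ended more than 20 bp before the annotated end, and 4 had a gap within exon 7. All 89 came from the 4 oligodendrocytes.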

The heterogeneity in the 3′ UTR was even greater, in the form of 3′ truncations as well as exclusion of internal segments of the 3′ UTR. As seen in Additional file 1: Figure S5, this phenomenon appears also in other highly expressed genes like *Plp1* and *Cnp*. 

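Cnp (ENSMUSG00000006782.16, plus strand of chromosome 11, 100574904 to 100591729) had 14 conservative transcripts among 204. These formed 6 isoforms with 2 end sites, 1 of the 14 transcripts ended more than 20 bp short, and no gap in the last exon was detectable at this depth. Mobp (ENSMUSG00000032517.16, plus strand of chromosome 9, 120149707 to 120181484) had 115 conservative transcripts in 37 isoforms, with 19 end sites. A gap in its last exon occurred in 4 of the 115, and 35 ended more than 20 bp short.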

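The 7 exons of the Mbp model, numbered from the 5′ end, begin with exon 1 (82554470 to 82554750, 281 bp) and exon 2 (82561778 to 82561855, 78 bp). Exon 3 (82572825 to 82572926, 102 bp), exon 4 (82575172 to 82575207, 36 bp) and exon 5 (82575601 to 82575633, 33 bp) follow, and exon 6 (82578936 to 82579058, 123 bp) precedes the long last exon. Among the conservative transcripts, exon 2 was included in 29.2% (Wilson 95% interval, 20.8% to 39.4%) and exon 6 in 31.5% (22.8% to 41.7%). Exons 3 and 4 were each included in 92.1%, exon 5 in 89.9% and exon 7 in 98.9%. In all, 9 combinations of exons were seen. The combination of exons 1, 3, 4, 5 and 7 had 36 transcripts, the same with exon 2 had 18, the same with exon 6 had 17, and all 7 exons together had 8. Exons 1 and 7 alone had 5 transcripts from 2 cells, exons 1, 3, 4, 6 and 7 had 2, and the remaining 3 combinations had 1 each.

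**Figure D1:**
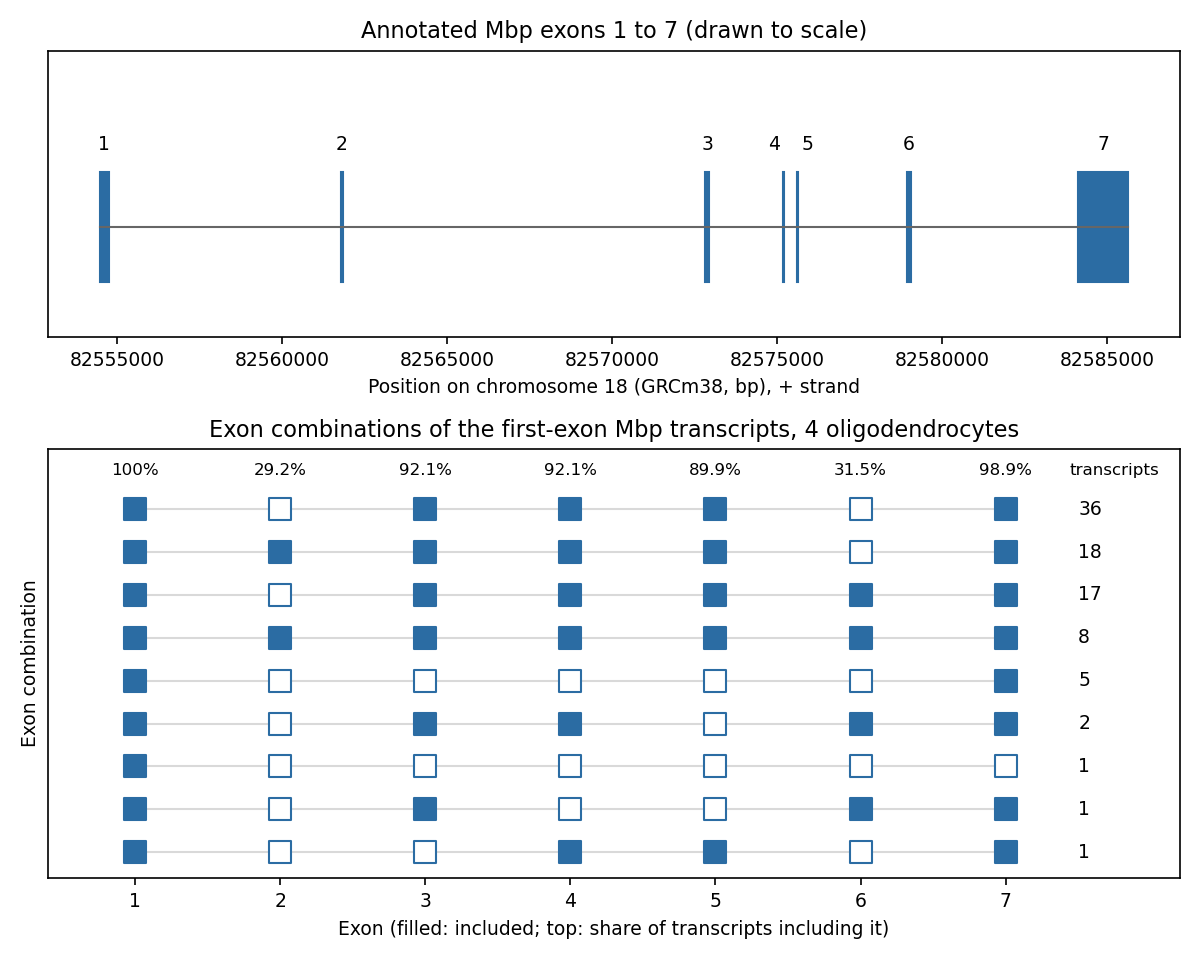
Map of the Mbp exons on chromosome 18 (GRCm38), drawn to scale in bp, with the combinations of exons found among the 89 conservative transcripts of 4 oligodendrocytes. Each combination is listed with its number of transcripts, and each exon with the percentage of transcripts that include it; exons 2 and 6 are included in 29.2% and 31.5%, and the other exons in 89.9% or more.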

There were a number of different exon cassette inclusion events. Interestingly, *Mbp* showed evidence of exon connectivity [11], where exons 4 and 5 were almost always either both included or both excluded (*P* < 0.001 by Fisher’s exact test, two-sided). This was in contrast to exons 2 and 3, which were independently excluded or included (*P* = 0.31). 

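Of the 88 conservative Mbp transcripts that reached exon 7, 80 included both exons 4 and 5, 2 included exon 4 only, none exon 5 only, and 6 neither. The log2 odds ratio, with 0.5 added to each count, was 8.71 (two-sided Fisher's exact test, p = 5.2e-08, or 2.1e-07 after Benjamini-Hochberg adjustment over 4 pairs of neighboring exons). Transcripts of 1 cell are not replicates of cells, so the test speaks of these molecules. Most of them came from Oligo1-1, with 54 including both, 2 exon 4 only and 4 neither (log2 odds ratio 7.62, exact p = 3.1e-05). Oligo5-2 had 18 with both and 1 with neither (exact p = 0.0526), Oligo5-1 had 3 and 1 (exact p = 0.25), and the 5 transcripts of Oligo1-2 all included both. Exons 3 and 4 were joined in the same way, with 81 including both, 5 neither and 1 each way (log2 odds ratio 7.64, exact p = 9.1e-07, adjusted p = 1.8e-06). For exons 5 and 6 the log2 odds ratio was -0.47 (exact p = 0.706). The alternative that moved the value for exons 4 and 5 most, and the single one of those run in which p rose above 0.05, was to use transcripts of the long run alone (log2 odds ratio 4.50, exact p = 1). These 2 values occur together only where at least 1 of the exons was in every transcript compared. The long run alone therefore cannot test this pair, and its odds ratio comes from the 0.5 added to each count.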

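For exons 2 and 3, 26 of the 88 transcripts included both, 56 included exon 3 only, 6 included neither, and none included exon 2 without exon 3. The log2 odds ratio was 2.61 (two-sided Fisher's exact test, p = 0.174, adjusted p = 0.231 over the 4 pairs). It rested largely on Oligo1-1 (21 with both, 35 with exon 3 only and 4 with neither, exact p = 0.287), and without this cell it was 0.36 (exact p = 1).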

Overall, nearly every *Mbp* transcript was different (for example 61 transcripts distributed over 33 isoforms for Oligo 1.1, as seen in Additional file 5), and this diversity existed within individual oligodendrocyte cells.

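In Oligo1-1, 61 conservative transcripts of Mbp formed 31 conservative isoforms, the largest of which had 14 transcripts. The 31 isoforms combined 6 start sites, 7 end sites and 15 sets of junction positions, and 3 transcripts had a gap in the last exon. In Oligo5-2, 19 transcripts formed 8 isoforms, and in Oligo5-1 each of 4 transcripts was a different isoform. Over all cells, the 89 transcripts formed 41 isoforms, and by exons alone they formed 5 of the deposited exon structures.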

We validated that the identified exon isoforms weren’t an artefact of the sequencing process by Sanger sequencing a total of 26 isoforms (represented by more than UMI) from 5 genes. To see if the isoform results were reproducible in a cell that hadn’t been sequenced an “independent” cell was added to the validation experiments. Additionally, to verify that the isoforms identified weren’t an artefact of the amplification process, an amplification-free library was created of bulk material from oligodendrocyte rich areas of the brain. The amplification-free sequencing could verify full-length isoforms, whereas Sanger sequencing verified inclusion/exclusion of specific exon. The results are shown in Additional file 1: Figure S5A-J. As an example, Additional file 1: Figure S5E shows the *Mbp* gene, the primer pairs (PP) used in the PCR, the length of the PCR product for two cells and the mapping of the Sanger sequenced PCR products. A number of conclusions can be drawn from these validation experiments. First they confirm the results from PacBio sequencing: Exon cassette 2 can either be included or excluded (PP 1, 2 and 6), exon cassettes 3, 4 and 5 seem to be included or excluded in combination (PP 2), exon cassette 6 can either be included or excluded (PP 4), and extensive heterogeneity is seen in the 3′ UTR, where some isoforms excludes a large part of exon 7 (PP 5). Interestingly, the two cells used for validation gave very similar results, the most obvious difference being for PP 5 where oligo 1.1 has two bands and oligo 1.2 has three. One of the shorter products (PP5-C in Additional file 1: Figure S5E (A and D)) for oligo 1.2 was verified by Sanger sequencing, as well as the shorter product for oligo 1.1, and those two products were different. Unsurprisingly this heterogeneity was in the UTR region. Thus, the differences in isoforms observed by PacBio sequencing between cells oligo 1.1 and oligo 1.2 are probably partly due to incomplete sequencing of the latter cell, although some isoforms were clearly cell-specific. This also shows that the number of isoforms identified in this study is a lower-bound estimate, especially for cells with fewer sequencing reads.

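Oligo1-2 had 57 Mbp transcripts, but 5 of them covered the first exon, against 61 of 165 in Oligo1-1. These 5 formed 4 isoforms, of which 2, with 3 of the 5 transcripts, were also found in Oligo1-1. Drawing 5 transcripts at random from those of Oligo1-1 gave 4.35 ± 0.731 isoforms (SD over 10000 draws), so the number of isoforms in Oligo1-2 was within that of equally few transcripts of Oligo1-1.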

Unfortunately, the amplification-free library for PacBio sequencing had markedly fewer accepted Zero-mode waveguides (ZMW) compared to the libraries from single cells (in average 7.500 compared to 22.500 for the long read long read and 28.500 for the short read library), using standard quality filtering. The library was sequenced two times and the loading concentration was increased the second time, but that didn’t increase the number of accepted ZMWs. We therefore lowered the calling stringency from one pass (reads with adapter sequence at both ends) and a quality score of 90, to zero pass and a quality score of 75 for the amplification-free library, since large structures like exons still would be identified even with lower quality sequences. This increased the number of accepted ZMWs to in total 45.100. Still some highly expressed genes in the single-cell data set had no or very few transcripts in the amplification-free data set, like *Mobp*, were not a single isoform could be confirmed.

Generally, exon structures with many transcripts could be verified with both Sanger sequencing and amplification-free Pacbio sequencing. Sanger sequencing could verify more isoforms than amplification-free sequencing probably due to the low read depth of the amplification-free library, in combination with that the library was made of bulk material, including many non-oligodendrocyte cells, and was prepared from the brain stem and striatum (due to high oligodendrocyte content) compared with the single cells that came from hippocampus and the cortex. Of 26 exon isoforms identified in the 5 genes that were Sanger sequenced (single transcript exon isoforms not counted), 8 could be identifies by both methods, 9 more could be identified by Sanger sequencing and 9 couldn’t be verified by any method. Interestingly the existence of 3′UTR introns for some genes could be verified by both Sanger sequencing and amplification-free Pacbio sequencing.

Not all genes were as highly expressed as *Mbp*. 

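Per cell, the conservative transcripts ranged from 741 of 336 genes (Oligo1-2) to 5369 of 1654 genes (Oligo1-1). A gene had 2.67 ± 0.363 conservative transcripts and 1.6 ± 0.225 conservative isoforms (mean ± SD over 6 cells), and a conservative isoform had 1.67 ± 0.158 transcripts. Each transcript was supported by 2.20 ± 0.872 reads. Isoforms per gene were 1.38 in VLMC-1, 1.56 in VLMC-2, 2.02 in Oligo1-1, 1.49 in Oligo1-2, 1.53 in Oligo5-1 and 1.65 in Oligo5-2. Of the combinations of a gene and a cell, 54.5% had a single conservative transcript. With every end position taken as distinct, isoforms per gene rose to 2.23 and transcripts per isoform dropped to 1.20. With UMIs read 2 or more times, transcripts per gene were 1.91 and reads per transcript 3.50. With each cell thinned to the 741 transcripts of the shallowest one, isoforms per gene averaged 1.37.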

Average number of transcripts per gene were just three, and average number of UMI per isoform two (Fig. 1e). To quantify the sources of isoform diversity in single cells, we counted cases of alternative “TSS” (5′ end of the cDNA), “TTS” (3′ end of the cDNA), “position” (differences in the start or end position of an exon) and “cassette” (exon cassette inclusion/exclusion). 

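A transcript was counted as retaining an intron when 1 of its aligned blocks spanned a whole intron of at least 40 bp of the gene model. This was so for 227 of 11967 conservative transcripts of genes with such an intron, or 1.90% (Wilson 95% interval, 1.67% to 2.16%). The share lay between 1.16% in Oligo5-1 (11 of 948) and 2.71% in VLMC-2 (54 of 1996).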

We occasionally observed intron retention, but they were very rare events and were therefore excluded from further analysis. As shown in Additional file 1: Figure S3, the variability at exon 5′ and 3′ borders was similar, and we therefore combined these into a single “position” category. Alternative TSS and TTS variation represented more than 70% of all isoform-generating events (Fig. 1f). In contrast, exon cassette exclusion and exon position events affected only about 10–20% of all events. 

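Within each cell and gene, each exon structure beyond the first was counted as 1 cassette event, and each set of junction positions beyond the first of an exon structure as 1 position event. Each start site beyond the first of a first exon, and each end site beyond the first of a last exon, was counted as 1 TSS or TTS event. Alternative TSS made up 50.1% ± 5.01 of the events (mean ± SD over 6 cells, 43.4% to 56.0%) and alternative TTS 23.8% ± 1.65 (21.5% to 26.6%). Their sum was 73.9% ± 4.48, with 69.9% in VLMC-1, 71.5% in VLMC-2, 71.0% in Oligo1-1, 79.7% in Oligo1-2, 79.6% in Oligo5-1 and 71.8% in Oligo5-2. The sum depended on the tolerance at transcript ends, since it was 88.9% with every position distinct, 67.5% with ends joined within 10 bp and 60.2% within 20 bp.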

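Position events made up 16.7% ± 3.39 (mean ± SD over 6 cells, 11.6% to 20.3%) and exon cassette events 9.42% ± 2.26 (6.09% to 12.0%). In each of the 6 cells there were more position than cassette events, for example 347 and 245 in Oligo1-1 and 24 and 18 in Oligo1-2. Exon structures were taken as deposited, so exons that differ within 1 deposited structure counted as position events. The 89 Mbp transcripts had 5 deposited structures but more combinations of exons by position. The order of the 2 kinds thus depends on this definition. Without the requirement for the first exon the order of the means was reversed, with 7.52% position and 25.6% cassette events. There, a transcript that starts in a later exon counts as another exon structure.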

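Over the 6 cells pooled, 80 of 1679 genes with 2 or more conservative transcripts had events of all 4 kinds (TSS, TTS, position and cassette). Within single cells such genes were fewer, 32 of 844 in Oligo1-1, 15 of 441 in Oligo5-2, 4 of 378 in VLMC-2, 2 of 207 in Oligo5-1, 1 of 161 in VLMC-1 and 1 of 103 in Oligo1-2.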

Like *Mbp*, many genes were affected by all sources of isoform diversity, which led to a very large number of distinct isoforms in single cells. There was a high variation in number of events per cell, which reflected differences in the total number of mRNA molecules. However, the ratio between the events was stable among the cells.

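The events numbered 143 in VLMC-1, 478 in VLMC-2, 2040 in Oligo1-1, 207 in Oligo1-2, 279 in Oligo5-1 and 928 in Oligo5-2. Per 100 conservative transcripts this was 26.6 ± 7.48 events (mean ± SD over 6 cells), from 16.6 in VLMC-1 to 38.0 in Oligo1-1.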

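The shares of TSS and of TTS events, each by itself, had overlapping Wilson 95% intervals in all 6 cells. The lowest TSS share, 43.4% in VLMC-1 (35.5% to 51.5%), overlapped with the highest, 56.0% in Oligo1-2 (49.2% to 62.6%). Position events were 20.3% (16.9% to 24.1%) of those in VLMC-2 and 11.6% (7.92% to 16.7%) of those in Oligo1-2, so these intervals did not overlap. The same was true of cassette events in Oligo1-1 (12.0%, 10.7% to 13.5%) and Oligo5-1 (6.09%, 3.84% to 9.54%). The sum of TSS and TTS events in Oligo1-1 (71.0%, 69.0% to 72.9%) did not overlap with that in Oligo1-2 (79.7%, 73.7% to 84.6%) or Oligo5-1 (79.6%, 74.5% to 83.9%). The intervals treat events as independent, which events of 1 gene are not.

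**Figure D2:**
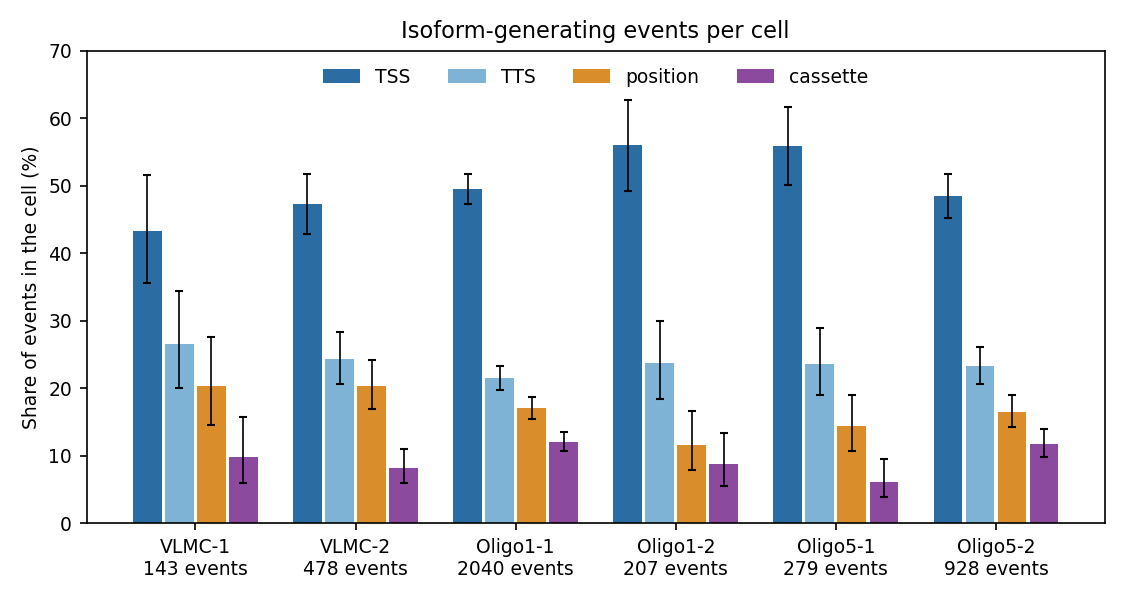
Share of isoform events (%) of each kind in each of the 6 cells, with Wilson 95% intervals. TSS events have the largest share in every cell, between 43.4% and 56.0%, and cassette events the smallest, between 6.09% and 12.0%.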

Thus it is clear that the combination of several sources of diversity leads to a great heterogeneity of mRNA isoforms, even in single cells. 

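Counted in each cell and summed, there were 8083 conservative isoforms and 5133 exon cassette isoforms. A single transcript represented 76.8% of the conservative isoforms (6206). Exon cassette isoforms per gene were 1.07 ± 0.0429 (mean ± SD over 6 cells). From the 4 kinds of events in each cell, the paper concludes that several sources of diversity combine to make mRNA isoforms heterogeneous within single cells.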

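Among genes with 2 or more conservative transcripts in a cell, every transcript was a different conservative isoform for 14.3% in VLMC-1, 21.7% in VLMC-2, 37.9% in Oligo1-1, 52.4% in Oligo1-2, 31.4% in Oligo5-1 and 50.6% in Oligo5-2. Most of these genes had few transcripts. The gene with the most was Lsamp (ENSMUSG00000061080.11, chromosome 16, 39984361 to 42181679), with 11 transcripts and 11 isoforms in Oligo1-1, followed by Adamts4 and Timm17a, each with 8 transcripts and 8 isoforms in the same cell. In the other 5 cells no gene with more than 5 transcripts had every transcript distinct. Malat1 (chromosome 19), the gene with the most conservative transcripts, had 895 transcripts in 82 isoforms, Apod had 390 in 36, Trf 272 in 23 and Ctsl 116 in 19. The model of Malat1 has 1 exon, and any overlap with the first exon counted as covering it. All 895 of its transcripts thus passed wherever they began, and they need not be full-length.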

Intriguingly, we found that for many genes nearly every single transcript represented a distinct isoform (e.g., *Mbp*). As gene expression levels increased, the number of isoforms increased almost as rapidly. This was true for pooled data as well as within individual single cells (Fig. 2a), however it was not true when considering exon cassette isoforms only, where no such trend could be discerned.

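Across 1679 genes with 2 or more conservative transcripts in the pooled cells, the number of conservative isoforms rose with the number of transcripts (Spearman's rho 0.817, Pearson's r 0.823 on log10 scales, two-sided permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Over the 14 relations computed, the Benjamini-Hochberg adjusted p was 1.4e-05 for rho and 1.3e-05 for r. Genes are not independent replicates, and isoforms cannot exceed transcripts, so part of the relation is given by construction. The slope on the log10 scales was 0.706, where 1 would mean that every transcript is distinct, and all transcripts were distinct for 601 genes (35.8%). When 10 transcripts were drawn from each of 223 genes with 10 or more, they held 5.38 ± 1.98 isoforms (mean ± SD over genes), and this number showed no relation to the expression of the gene that was detectable here (rho 0.0297, permutation p = 0.656). The alternative that moved rho most was to use genes with 5 or more transcripts (0.605).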

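In the single cells, rho for conservative isoforms was 0.630 in VLMC-1, 0.631 in VLMC-2, 0.761 in Oligo1-1, 0.653 in Oligo1-2, 0.543 in Oligo5-1 and 0.701 in Oligo5-2, with slopes between 0.610 and 0.783 and permutation p = 1e-05 in each. For exon cassette isoforms the pooled relation was weaker, with rho 0.196 and r 0.295 (permutation p = 1e-05 for each, the smallest possible), a slope of 0.142 and 6.55% of genes with every transcript distinct. Within cells, rho for exon cassette isoforms lay between 0.184 and 0.258, with permutation p from 1e-05 to 0.0182 (adjusted p at most 0.0182 over the 14 relations), and r failed the threshold in Oligo1-2 alone (0.185, p = 0.0546). Draws of 10 transcripts held 1.51 ± 0.800 exon cassette isoforms, with rho 0.121 to expression (permutation p = 0.0706, adjusted p = 0.261 over the 8 relations computed on draws). With chains of block boundaries in place of the deposited exon structures, an alternative added after the data were seen, the pooled rho for exon cassette isoforms was 0.366.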

**Fig. 2:**
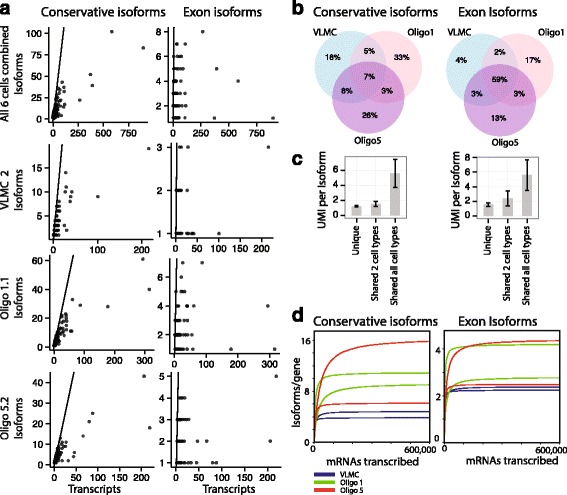
Heterogeneity of isoforms among single cells. **a** Number of distinct isoforms as a function of the number of observed transcripts, for pooled single cells (*top*) and individual single cells. Each dot is a gene. *Left column*, conservative isoforms. *Right column*, exon cassette isoforms only. *Black line* indicates where the number of isoforms equals the number of transcripts. **b** Venn diagrams showing the number of shared isoforms between the three different cell-types. *Left*, conservative isoforms. *Right*, exon cassette isoforms only. **c** Histogram showing the number of transcripts per isoform for shared and unique isoforms. **d** Extrapolation of the number of conservative isoforms per cell (*left*) and the number of exon cassette isoforms per cell (*right*)

Few isoforms were shared between cells as shown in Fig. 2b. 

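Conservative transcripts in all 3 cell types were found for 282 genes, which had 1644 conservative isoforms. Of these isoforms, 101 were found in all 3 types (6.14%, Wilson 95% interval 5.08% to 7.41%) and 340 in 2 or 3 types (20.7%, 18.8% to 22.7%), while 1304 (79.3%) were in a single type. Those of a single type were 321 in VLMCs (19.5%), 558 in Oligo1 (33.9%) and 425 in Oligo5 (25.9%). Exactly 2 types shared 125 isoforms for Oligo1 and Oligo5 (7.60%), 73 for Oligo1 and VLMCs (4.44%) and 41 for Oligo5 and VLMCs (2.49%). With ends joined within 20 bp, the share in all 3 types was 15.0%, and with every end position distinct it was 1.39%.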

Only 23% of all detected isoforms were shared between any two cell-types, and only 7% of all detected isoforms were shared between all cell-types (considering only isoforms belonging to genes represented by at least one transcript in all cell types). These are lower-bound estimates, because of the limited depth of sequencing, and (as noted above) validation by Sanger sequencing showed a greater proportion of shared splicing events.

For exon cassette isoforms, almost 60% of all detected isoforms were shared. 

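The same 282 genes had 425 exon cassette isoforms, of which 254 were found in all 3 cell types (59.8%, Wilson 95% interval 55.0% to 64.3%) and 299 in 2 or 3 types (70.4%, 65.8% to 74.5%). A single type held 6.82% (VLMCs), 13.4% (Oligo1) and 9.41% (Oligo5) of them. Pairs of types shared 5.18% (Oligo1 and Oligo5), 3.06% (Oligo1 and VLMCs) and 2.35% (Oligo5 and VLMCs).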

The expression level was generally higher for shared isoforms (Fig. 2c). However lowly expressed isoforms have a higher probability to be missed due to the low mRNA capture rate, so it is possible that lowly expressed isoforms are shared among the different cell types too. 

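A conservative isoform found in 1, 2 or 3 cell types had 1.24 ± 0.102, 1.55 ± 0.277 and 5.05 ± 1.44 transcripts in a cell (mean ± SD over 6 cells). For exon cassette isoforms these numbers were 1.29 ± 0.0899, 1.79 ± 0.499 and 3.99 ± 1.11. In every cell, conservative isoforms of all 3 types had more transcripts than those of a single type, with the smallest difference in VLMC-1 (3.00 against 1.29) and the largest in Oligo1-1 (6.72 against 1.27). The medians differed less, being 2 or 1 for isoforms of all 3 types and 1 for those of a single type.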

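In 121 combinations of a gene and a cell with more than 10 conservative transcripts, the most frequent isoform held 45.7% of the transcripts (SD over genes 24.5, median 41.7%, range 7.69% to 97.0%). By cell, the mean was 53.8% in VLMC-1 (6 genes), 52.0% in VLMC-2 (20), 38.7% in Oligo1-1 (56), 34.4% in Oligo1-2 (4), 54.6% in Oligo5-1 (7) and 52.6% in Oligo5-2 (28). The tolerance at transcript ends moved the mean most, to 15.8% with every end position distinct and 57.2% with ends joined within 20 bp. Without the requirement for the first exon it was 25.6%.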

The major isoform constituted in average around 50% of total gene expression (considering only genes with more than 10 transcripts, Additional file 1: Figure S6A), suggesting that some isoforms were preferred. Neither the number of annotated gene exons nor the overall gene expression had a major impact on the percentage of major isoform expression (Additional file 1: Figure S6 B-C).

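Across these 121 combinations, the share of the major isoform had rho 0.0873 (permutation p = 0.337) and r 0.0863 (p = 0.344) against the log10 number of transcripts. Against the number of exons of the gene model, rho was -0.0882 (permutation p = 0.335) and r -0.0867 (p = 0.345). The tests were two-sided, the adjusted p over the pair of relations was 0.337 for rho, and genes are not independent replicates. The sign of the relation to expression depended on the threshold, since with more than 5 transcripts per gene rho was -0.116 against expression (p = 0.0386) and -0.164 against exons (p = 0.00333).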

In order to estimate the true number of isoforms in each single cell, we made use of a recently published Bayesian method to accurately extrapolate the complexity of DNA libraries (Preseq, [27]). We found that when a cell over time has transcribed 600,000 molecules of mRNA, it will have generated between 5 and 15 conservative isoforms per gene, and between 2 and 4 exon cassette isoforms (Fig. 2d). Both VLMC cells showed a low estimated number of isoforms per gene, which is reasonable considering that VLMCs are small and express a smaller total number of mRNA molecules.

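The Preseq extrapolation was not run here. In its place, the number of isoforms was estimated by Chao1, a lower bound computed from the isoforms seen in 1 and in 2 transcripts, over all conservative transcripts of a cell and thus at unequal depth. This total for the cell was divided by its genes with conservative transcripts. Unseen isoforms can belong to genes that were not seen, so the values per gene are not lower bounds on isoforms per gene. Apart from Chao1, each cell was thinned to the same 741 conservative transcripts. For the oligodendrocytes, Chao1 gave 5.75 conservative isoforms per gene in Oligo1-1, 6.92 in Oligo1-2, 3.80 in Oligo5-1 and 8.15 in Oligo5-2. For exon cassette isoforms it gave 1.99, 2.60, 1.69 and 2.42 in the same order. In Oligo5-2, 1612 conservative isoforms had 1 transcript and 172 had 2, and in Oligo1-1 these were 2554 and 528, so that most of the isoforms in each of these estimates had not been seen.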

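Chao1 gave 2.52 conservative isoforms per gene in VLMC-1 and 3.21 in VLMC-2, and 1.59 and 1.63 exon cassette isoforms, below each of the 4 oligodendrocytes, at the full and unequal depth of the cells. Thinned to 741 transcripts in each cell, which leaves reads per transcript and the share of related UMIs unequal between cells, isoforms per gene were 1.35 in VLMC-1 and 1.32 in VLMC-2, and 1.36, 1.49, 1.41 and 1.31 in Oligo1-1, Oligo1-2, Oligo5-1 and Oligo5-2.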

The observation of a great diversity of isoforms in single cells naturally leads to the question of how this may affect the repertoire of proteins expressed. 

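Coding isoforms were told apart by the positions that lie within the coding sequence of the gene model, transcript ends included, and noncoding isoforms by the other positions. In the 6 cells there were 4560 combinations of a coding gene and a cell with conservative transcripts, with 1.16 coding and 1.63 noncoding isoforms on average. At least 2 coding isoforms were found for 14.7% of them, by cell between 9.38% in Oligo5-1 and 18.8% in Oligo1-1. More than 3 were found for 67 (1.47%). With junction positions alone, 12.2% had 2 or more coding isoforms and 0.965% more than 3.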

Isoform diversity was not limited to non-coding regions, as can be seen in Fig. 3b, which shows isoform diversity considering only coding isoforms (Methods). Thus, even in single cells, each gene can be expected to give rise to multiple distinct protein isoforms, greatly expanding the coding repertoire.

**Fig. 3:**
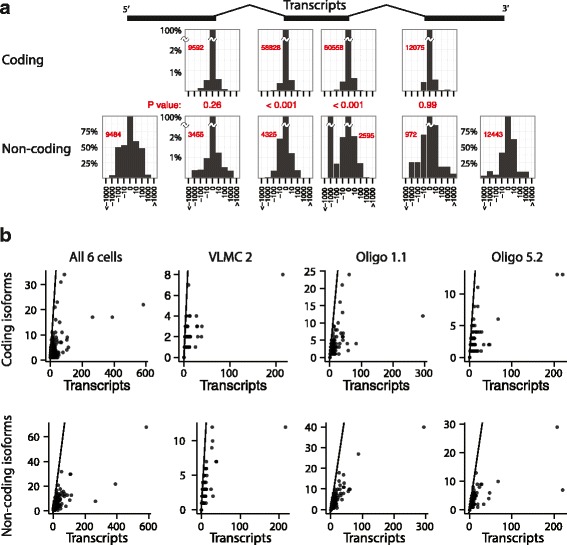
Isoforms in coding and non-coding regions. **a** Histograms showing the distribution of offsets for 5′ and 3′ ends, and internal splice junctions, as percentage of the count for zero offset. Horizontal axis shows offset in base pairs (note that the axis has variable bin sizes). *Red*, the total number of events used to create each plot. Note, this is the same figure as Fig. 1a but it shows coding and noncoding exons separately. **b** Number of conservative coding and non-coding isoforms for each gene, as a function of the observed number of transcripts

We hypothesized that isoforms that would affect protein-coding sequence would be more tightly regulated, leading to a reduced diversity at these sites. To examine this, we repeated the analysis leading up to Fig. 1a, splitting the dataset into coding and non-coding events (Fig. 3a; see Methods). There was a clear difference between coding and noncoding splicing events (Fig. 3a and Additional file 1: Figure S7). 

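Junction positions were compared within 2575 combinations of a gene and an exon structure, from 1834 coding genes, which gave 60529 starts and 60529 ends of internal exons, from transcripts with as many aligned blocks as exons, conservative or not. A position was called coding when it lay within the coding sequence of the gene model. Of 57248 coding starts, 99.6% were within 1 bp of the median of their gene and exon structure, and of 59349 coding ends 99.4% were. More than 100 bp away lay 5 coding starts and 146 coding ends.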

The observed variation in coding exon junctions was limited to ±1 bp, in the same range as the technical variation due to amplification or sequencing errors (Additional file 1: Figure S3 and S7). In contrast, at non-coding exon junctions the variation was larger, extending well outside the ±1 bp region, and sometimes as far as hundreds of base pairs. 

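Of 3281 noncoding starts of internal exons, 95.3% were within 1 bp of the median, and of 1180 noncoding ends 89.2% were. More than 10 bp away lay 1.55% of the noncoding starts and 2.88% of the noncoding ends, against 0.114% and 0.401% of the coding ones. More than 100 bp away lay 16 noncoding starts and 9 noncoding ends. The genes with the most displaced noncoding positions were Apod (37), Trf (13) and Cd9 (12). Called at the median position of their gene and exon structure instead, 8, 11 and 12 of these positions were coding. The counts of Trf and Cd9 thus came mostly or wholly from displaced junctions of coding exons.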

The difference between coding and non-coding junctions was statistically significant (*P* < 0.001 Wilcoxon signed-rank test, two-sided) both at the start and end of internal exons. This suggests that coding exon splicing has evolved to be under stricter control than non-coding exon splicing, likely to prevent the generation of anomalous protein products.

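Positions more than 1 bp from the median made up 4.72% of the noncoding starts (155, Wilson 95% interval 4.05% to 5.50%) and 0.388% of the coding starts (222, 0.340% to 0.442%). For ends they made up 10.8% (128, 9.20% to 12.8%) and 0.649% (385, 0.587% to 0.717%). Compared within genes that had both kinds of position, the noncoding share was higher in 81 of 355 genes and lower in 31 for starts, and higher in 83 of 193 and lower in 10 for ends. The two-sided sign-flip permutation test over genes gave p = 1e-05 for each, the smallest that the permutations can give. Fisher's exact test on the pooled positions, the planned test, gave p = 4.6e-94 for starts and 8.2e-102 for ends. Positions of 1 gene are not independent, so these pooled values overstate the certainty. In data simulated with no difference but with shares that varied between genes, the pooled test gave p below 0.05 in 44% of 100 simulations and the paired test in 1%. The rank permutation test on the offsets, with most offsets at 0, also gave p = 1e-05. The noncoding share was higher in 6 of 6 cells, between 2.34% and 6.67% for starts (coding, 0.266% to 0.589%) and between 6.45% and 13.8% for ends (coding, 0.312% to 0.985%). With a limit of 10 bp the difference was 1.44 percentage points for starts, in place of 4.34, and 2.48 for ends, in place of 10.2.

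**Figure D3:**
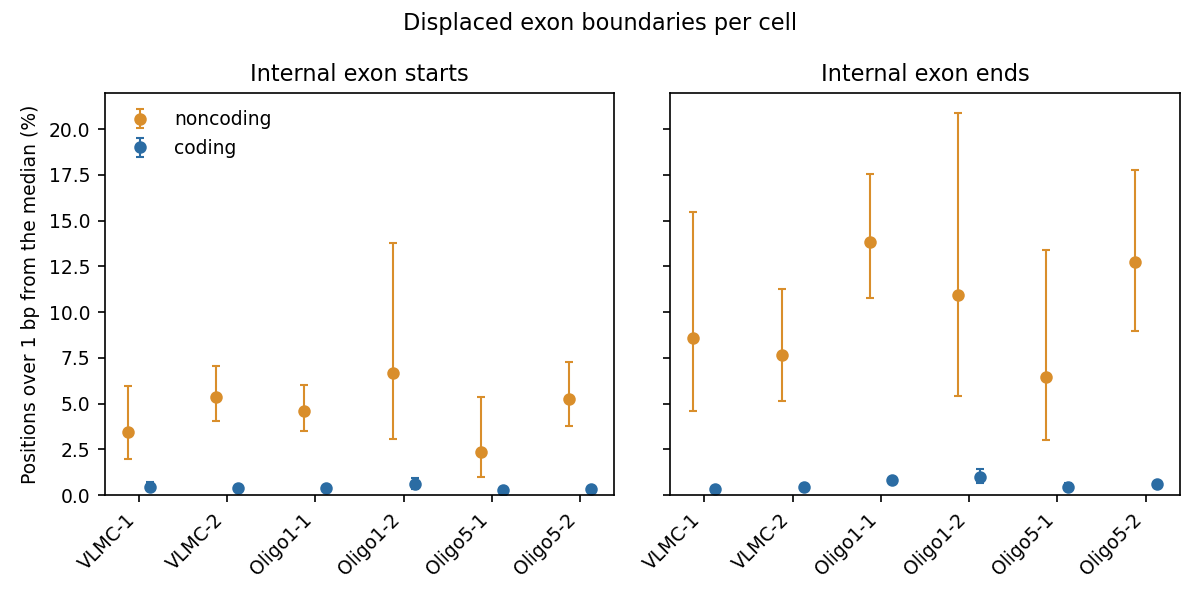
Share (%) of internal exon starts and ends more than 1 bp from the median of their gene and exon structure, in each of the 6 cells, for noncoding and coding positions. Bars are Wilson 95% intervals over positions; the noncoding share is higher in each cell, for starts between 2.34% and 6.67% and for ends between 6.45% and 13.8%.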

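The result also depended on how a position was called coding, since a displaced junction of a coding exon can itself fall outside the coding sequence. With the call made at the median position of the gene and exon structure, an alternative added after the data were seen, the noncoding and coding shares were 3.25% and 0.475% for starts and 5.65% and 0.757% for ends. The sign-flip permutation test over genes gave p = 2.6e-04 and 1e-05, and Fisher's exact test on pooled positions 8.9e-46 and 2.0e-32. Among exon structures with 10 or more transcripts, by the same call, no difference was detectable within genes. For starts the noncoding share was higher in 6 of 35 genes and lower in 9 (sign-flip permutation p = 0.148), and for ends higher in 1 of 13 and lower in 2 (permutation p = 1). Over pooled positions the difference was 1.96 percentage points for starts (exact p = 1.7e-18) and -0.685 for ends (exact p = 0.137), and without Apod the former was 0.959 (exact p = 2.4e-05). The first exon's end and the last exon's start, which are junctions too, had noncoding shares of 3.08% and 8.71% and coding shares of 0.717% and 0.536% (sign-flip permutation p over genes 1.2e-04 and 1.3e-04, Fisher's exact p 5.4e-20 and 9.4e-47). From the difference between coding and noncoding junctions, the paper proposes that coding exon splicing has evolved to be under stricter control.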

Despite the stricter control of coding variants at each splice junction, since genes contain multiple exons, we found that a large number of coding isoforms were present in single cells (Fig. 3b). 

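The largest number of coding isoforms of a gene in 1 cell, coding transcript ends included, was 21 for Mbp in Oligo1-1, with 61 transcripts. In 4 other cells it was 7 in VLMC-2 (Apod, 216), 5 in Oligo5-1 (Fth1, 38), and 4 in VLMC-1 (Apod, 62) and in Oligo1-2 (Gpr37, 5). Gpr37 and Fth1 were named after their values were seen. Fewer than 5 coding isoforms were found for 99.3% of the combinations of a gene and a cell, and 33 had 5 or more. With the cells pooled, Mbp had 31 coding isoforms, and 4.13% of genes had more than 3. By junction positions alone, the largest number in a cell was 13 (Enpp2 in Oligo1-1, with 43 transcripts).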

Although most genes had fewer than five isoforms, many had more and even under conservative estimates some genes showed up to 25 distinct coding isoforms. These results point to an underappreciated richness of alternative protein forms being simultaneously present in individual cells.

## Conclusions

We have studied single-cell oligodendrocyte transcriptomes using long-read PacBio sequencing technology at unprecedented accuracy due to the use of UMIs. The most striking finding was the large number of separate isoforms present in single cells. For example, VLMC-2 (a cell that was sequenced to reasonable saturation) contained about 2000 unique conservative transcripts mapped to around 700 genes and 1000 distinct isoforms (as seen in Additional file 3: Table S2). 

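In VLMC-2, 2188 conservative transcripts mapped to 750 genes and formed 1167 conservative isoforms and 789 exon cassette isoforms, by 6804 reads. The transcripts of this cell were read 3.11 times each, against 1.32 in Oligo5-2 and 3.31 in VLMC-1. Of its conservative isoforms, 786 had 1 transcript and 247 had 2.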

Generally, the higher the expression level of a gene, the more isoforms were observed, and for many genes the number of isoforms grew almost linearly with expression level (Fig. 2a).

As a consequence of this diversity, there was little sharing of isoforms between cells of different type (Fig. 2b). However, the isoforms that were shared between cell types were more highly expressed (Fig. 2c) and the major isoform for a gene constituted around 50% of all expression (Additional file 1: Figure S7A), indicating a preference for certain isoforms.

Non-coding isoforms (of coding genes) are less likely to influence phenotype than coding isoforms, even if noncoding isoforms may be subject to differential processing and degradation. Intriguingly, coding exon junctions were less variable than non-coding junctions, demonstrating a purifying selection against coding variants that must have refined splice donor/acceptor signals at coding sites.

In conclusion, we have shown that single cells harbor a great diversity of mRNA isoforms, revealing a source of stochasticity between putatively identical cells. Such heterogeneity could contribute to our understanding of phenotypic heterogeneity such as drug resistance.

## Methods

### PacBio sequencing

Stored cDNA from an earlier single cell experiment [22] was used for PacBio sequencing. The cDNA had been produced with the STRT method adapted to the Fluidigm C1 instrument for single cell RNA sequencing. The cDNA was first diluted 1:10 or 1:20 and then additionally amplified 12–15 rounds using primers with a 16 bp barcode, leading to a total amplification of 33–36 rounds. The amplification was done with Advantage polymerase (Clontech) in the following buffer: 2 μl cDNA, 2,5 μl 10× Advantage buffer, 1 μl 10 mM dNTP, 1,5 μl 10 μM PacBio index primers (idx 1-6), 1 μl Advantage polymerase, 17 μl water. The PCR was cycled with 1 min 95 °C, then 12 to 15 cycles of 95 °C 30 s, 64 °C 30 s and 68 °C 7 min, then 1 round of 72 °C for 7 min. The samples were purified with Ampure beads 1× and then run on the Bioanalyzer for quality control. The samples were pooled and gel purified (Qiagen gel extraction kit), molecules shorter than 500 bp were discarded. Unfortunately, not all cells amplified equally well and for two cells less material was used in the final library. A total amount of 1.5 μg DNA was sent to the PacBio Sequencing Services at the University of Washington to be sequenced at an RSII instrument. A total of 7 SMRT cells were sequenced for single cells. The first 5 SMRT cells were done with dilution loading and P4/C2 chemistry. After the first 5 SMRT cells another round of Ampure purification 0.45× was done to enrich for longer fragments and the loading was done with MagBeads and P6/C4 chemistry. There was a marked difference in terms of read length between the first 5 SMRT cells and the last 2 as can be seen in Additional file 1: Figure S1. Additionally, 2 SMRT cells were sequenced using bulk material from mouse brain stem and striatum. This library was prepared without amplification. RNA was extracted with Trizol (according to manufacturer’s intructions) and the library was prepared with a scaled-up version of STRT for single cells. Superscript II was used for mRNA capture and reverse transcription as follows: 1 ul 100 μM oligo C1-P1-T31 was mixed with 3 μl DNA (around 5 μg total RNA) and 1 μl dNTP (10 mM). The sample was incubated at 65 °C for 5 min and put on ice. Then 4 μl 5× First Strand Buffer and 2 μl 0.1 M DTT was added, and the sample was incubated at 42 °C for 3 min. The 1 μl of 100 μM C1-P1-RNA-TSO and 1 μl Superscript II was added and the sample was incubated at 42 °C for 90 min and then 70 °C for 10 min. After reverse transcription 1 μl RNAse cocktail (Ambion) was added and the sample was incubated at 37 °C for 20 min. Two cycles of PCR were done using the Advantage PCR polymerase (which company) using the following buffer: 20 μl cDNA, 5 μl 10× Advantage buffer, 1 μl 10 mM dNTP, 2 μl 10 μM PacBio index primers (idx 2 for Striatum and idx3 for Brain stem), 1 μl 50× Advantage polymerase and 21 μl water. The PCR was cycled with 1 min 95 °C, then 2 cycles of 95 °C 30 s, 58 °C 4 min and 68 °C 7 min, then 1 round of 72 °C for 10 min. Samples were pooled and cleaned using Ampure beads 0.6×, and the quality of the pooled sample was checked using the Bioanalyzer.

## Analysis

### Alignment

Quality of PacBio reads was examined with FastQC [28].

Only circular consensus sequences were used in the analysis. By careful analysis of the fastq file it was discovered that a large number of reads were concatamers, as shown in Additional file 1: Figure S9-10. 3% of the short reads and 33% of the long reads contained matches to three or more adaptor sequences, allowing for 2 mismatches. Since concatamers contained molecules from different samples we concluded that the concatamerization must have happened in the circularization step, not during PCR. This feature of the PacBio reads demanded special handling. Each pre-circularization molecule should have the following sequences or their reverse complement depending on which strand was read: Specific PacBio barcode, Illumina adaptor (AATGATACGGCGACCACCGAT), UMI, GGG, template molecule, poly-A, Illumina reverse complement and the same PacBio barcode reverse complement. This was called “case 1”. If the other strand was read the order would be: Specific PacBio barcode, Illumina adaptor, polyT, template molecule, CCC, UMI reverse complement, Illumina adaptor reverse complement and PacBio barcode reverse complement. This was called “case 2”.

A read was considered valid if the specific PacBio barcode and its reverse complement were identified and no other barcode was found in between. Further in case 1 the PacBio barcode must be in proximity to the Illumina adapter and the reverse complement of the PacBio barcode must be in proximity to the reverse complement of the Illumina adapter and a string of 10 A. Here the UMI was identified as the 6 bases after the end of the Illumina adapter. In case 2 the PacBio barcode must be in proximity to the Illumina adapter and a string of 10 T, and the PacBio barcode reverse complement must be in proximity to the reverse complement of the Illumina adapter. Here the UMI was defined as the reverse complement of the 6 bases just before the start of the reverse complement of the Illumina adapter. Proximity was here defined as ±10 bp. Valid reads that contained both a poly-A stretch and a poly-T stretch were removed, since they likely were PCR artifacts.

Note that with this definition multiple valid reads could be extracted from a single PacBio read. Furthermore, valid reads were demultiplexed and trimmed to remove adapters, poly-A tail and the GGG sequence from template switching.

Retained reads were then aligned to the mm10 mouse genome with GMAP (version 2014-10-22) and only uniquely aligned molecules were kept [29]. GMAP created many gaps in the alignment. To fill these gaps and simplify the analysis GMAP blocks less than 40 bp apart were concatenated. The aligned reads were annotated with RefSeq for genes and exons. Only the RefSeq annotated isoform with highest number of exons were used for each gene. However, in rare cases we could identify exon isoforms in our sequencing data absent in RefSeq, for example *Mobp* (Additional file 2: Figure S5G-H). The number of transcript molecules and the loss of transcripts in each step of the analysis are shown in Additional file 2: Table S1 and Additional file 3: Table S2.

### ERCC alignment

For one ERCC RNA, the alignment was imperfect at the edges of the ERCC transcript. ERCC-00074 had some 3′ end transcripts at the correct position and some 3′ end transcripts 8 bp upstream from the annotated position. This consistent discrepancy was not found for other ERCC transcripts, and our interpretation of this was that there existed multiple variants of ERCC-00074. To remedy this ERCC-00074 was removed.

### Transcript identification

Each read had a Unique Molecular Identifier (UMI) and this was used to combine reads with the same UMI in the following way: If two or more reads had the same UMI and the same starting and ending positions for each exon, only one read was kept. If they differed in their most 5′ position and all reads with the same UMI had the same first 8 bases after the UMI, then only the most 5 prime position was used. In all other cases the median starting or ending position were used. The resulting combined UMIs and singleton UMI reads are hereafter called “transcripts”.

### Isoform identification

Both the variation in ERCC transcripts 5′ and 3′ ends and the within UMI variation indicated that 5′ and 3′ positions of transcripts were unreliable in the range of ±1 base pair, and that minor variations existed up to 5 base pairs. Some of this variation was probably due to variations in the ERCC spike-ins (e.g., differences in exact TSS during in vitro transcription), while the rest was due to technical bias during amplification and sequencing. Based on this information transcripts were combined into putative isoforms in the following way: all possible 5′ start sites and 3′ end sites were collected into a database; if the 5′ side of a transcript started within 5 bp from another transcript they were considered to have the same starting position and that starting position had a range spanning between those two individual starting positions. If another transcript had a starting position starting within 5 bp from any of the first two starting positions, then that position was considered to be part of the range and the range was extended. In this way, all possible 5′ starting positions were decided and analogously all 3′ ending positions were decided in the same way. All transcripts were then mapped back on this new database with starting and ending positions. If two transcripts differed in their 5′ side and/or their 3′ side they were still considered to be the same isoform if they were part of the same 5′ and 3′ range, and had the same number and starting and ending position of all other exons. In Fig. 1d and Additional file 1: Figure S5A, C, E, G, I such isoforms are shown.

As seen in Fig. 1c and d some transcripts in the data set are subject to degradation or alternatively that polymerase didn’t reach full length for all transcripts, both of which leads to shorter transcripts on the 5′ side. In order to take that into account a set of “Conservative isoforms” was created were only transcripts that included the annotated 5′ first exon were retained. As seen in Additional file 1: Figure S3 and S8 the within-UMI variance in exon-junctions were on the same order of magnitude as the variance in coding exon-junctions. For “conservative isoforms” exon junction’s start and end positions with 1 bp difference were not considered a separate isoform.

In Fig. 2a-d an even more conservative isoform set is used, where only differences in exon cassette usage are considered alternative isoforms.

### Calculation of offset from median

Only transcripts mapping to previously known multiexon isoforms were used. For a certain gene and exon structure the median and the deviation from median among all transcripts was calculated for the 5′ position, each exon-exon junction start and end position and the 3′ position. Note that only exons structures to which 2 or more transcripts mapped were used. Similarly, the offset from median was calculated for reads with the same UMI.

### Isoform events

Isoform events were divided into “Exon position”, TTS, TSS and “Exon cassette inclusion”. An exon cassette inclusion event is an event where a gene has more than one exon structure. E.g. 1-2-3-4 would be one exon structure, and 1-3-4 another. In the case a gene has only those 2 exon-structures the number of events would be 1, since only exon-structures apart from the first per gene was counted. An exon position event is an event where a transcript with a specific exon-structure has an exon-junction with a different start or end position than another transcript with the same exon-structure and the gene. E.g. two transcripts mapping to the same gene with exon-structure 1-3-5-6 have a different end position for exon 3. Here also only events beyond the first event per gene are counted. A TSS event is when two transcripts mapping to a gene with the same first exon has two different starting positions that are not part of the same starting-position cluster. A TTS event is when two transcripts mapping to gene with the same last exon has two different ending positions that are not part of the same ending-position cluster.

### Coding and non-coding transcripts

Each exon’s start and end-position for each transcript were annotated as coding or noncoding according to the Consensus CDS, CCDS.20150730 [30], see Additional file 4. A gene with two isoforms can differ either in its coding and non-coding part, or only in one of them, so the total number of coding and non-coding isoforms will be greater than the total number of isoforms. A number of transcript’s 3′ and 5′ ends were classified as coding. We presume this is an artifact and therefore the 3′ and 5′ coding ends were excluded from the analysis and Fig. 3a.

### Statistical analysis of coding vs. non-coding transcripts

The divergence from the median at 5′, 3′, and exon junctions for UMIs mapping to different exon-structures wasn’t normally distributed (see Additional file 1: Figure S3), so to examine the difference between coding and non-coding sites a two-sided non-parametric Wilcoxon rank signed test was used.

### Isoforms per gene extrapolation

Preseq was used to extrapolate the number of isoforms per gene. Preseq was originally intended to measure the complexity of libraries from the number of unique positions and read depth and to get an estimation of how deep the library would need to be sequenced in order to reach the intended coverage [27]. Here Preseq was instead used to get an estimation of total number of isoforms per cell, and this number was then divided by total number of genes expressed in each single cell to get the number of isoforms per gene and cell. The output from Preseq shows an extrapolation of how the number of isoforms grows with increased number of sequenced transcripts. To be able to compare between cells with different read depth the number of putative isoforms were normalized to the number of genes sequenced per sample.

### Validation of PacBio sequencing with Sanger sequencing

To validate that the findings from PacBio sequencing wasn’t an artifact from the sequencing reaction another sequencing method, Sanger sequencing, was used.

Primers were designed with Primer3 software [31]. Specificity of the primers were validated with primer blast [32]. Targeted PCR was performed for 5 cells with a total of 23 primer pairs, as shown in Additional file 1: Figure S5, with cDNA for two previously PacBio sequenced single cells (oligo 1.1 and oligo 1.2). PCR reaction was performed with Kapa HiFi Hotstart PCR kit and the cycling temperatures were: 95 °C 5 min, the 35 cycles of 98 °C – 20 s, 60 °C – 15 s and 72 °C – 60 s, followed by 5 min extension at 72 °C. PCR products were purified with the QIAquick PCR purification kit (Qiagen) according to manufacturer’s instruction, and the applied to gel electrophoresis using Invitrogen’s E-gel system. PCR products forming distinct band in the gel were dissected out and purified using QIAquick gel extraction kit (Qiagen) according to manufacturer’s instruction, and sent for Sanger sequencing at Eurofins Genomics.

## Additional files

Additional file 1: Contains supplemental information.
Additional file 2: Contains a table with a summary of the long and short data sets.
Additional file 3: Contains a table with a summary of the six sequenced cDNA libraries and a comparison with the previously sequenced STRT libraries.
Additional file 4: Contains all isoforms.
Additional file 5: Is a summary of additional file 4 that contains all genes, number of isoforms per sample and number of coding isoforms.

## Abbreviations

ERCC: External RNA controls consortium
Mbp: Myelin basic protein
Oligo1: Oligodendrocyte type 1 (immature oligodendrocyte)
Oligo5: Oligodendrocyte type 5 (mature myelinating oligodendrocyte)
OPC: Oligodendrocyte precursor cell
PacBio: Pacific bioscience
SMRT cell: Single molecule real-time
STRT: Single-cell tagged reverse transcription
TSS: Transcription start site
TTS: Transcription termination site
UMI: Unique molecular identifier
VLMC: Vascular and leptomeningeal cells
ZMW: Zero-mode waveguide

How the deposited data were processed for this re-analysis (not part of the article)

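The data are PacBio reads of amplified STRT/C1 cDNA from 6 single cells of the mouse brain, 2 each of VLMCs, Oligo1 and Oligo5. The deposited values are counts, the number of reads that the authors merged into each transcript, with no normalization, and beside them the positions of the aligned blocks. The authors split concatemers, kept reads with the barcode of the cell at both ends and a poly-A stretch, aligned them to mm10 with GMAP, kept uniquely aligned molecules, joined blocks less than 40 bp apart, annotated them by RefSeq and merged reads with the same UMI. Whether errors in UMIs were corrected is not stated in the text or in the parts of the supplements read here. The number of reads was checked and equals the number of read names given for every transcript.

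The table held 36659 transcripts and 73594 reads. Per cell there were 2338 (VLMC-1), 4689 (VLMC-2), 11483 (Oligo1-1), 6043 (Oligo1-2), 5895 (Oligo5-1) and 6211 (Oligo5-2) transcripts. A count of 0 therefore allows, at 3 counts, a share of up to 0.128%, 0.0640%, 0.0261%, 0.0496%, 0.0509% and 0.0483% of the transcripts of these cells. Of 6357 names of single genes, 6109 were matched to GENCODE M21 (GRCm38) by symbol and 202 by a RefSeq synonym, and 46 names with 462 transcripts were not matched. Deposited block starts count from 0, since 95.4% of 113886 block starts after the first equaled an annotated exon start after 1 was added, and 0.599% as deposited.

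Conservative transcripts are those that cover the first exon of any RefSeq-linked transcript of their gene. The definition was chosen after several readings had been compared with the numbers in Table S2, and the reason why the set in that table is somewhat smaller was not identified. The copy of Additional file 5 used here holds 1999 entries and leaves out 2091. In the part held, 75.8% of 2328 combinations of gene and cell had the same number of conservative transcripts, and of these 99.7% had the same number of isoforms. With the first exon of the RefSeq-linked transcript with the most exons this was 72.2% of 2306, and with the first and last exon both covered 65.5% of 2282. Additional file 4 was held in part as well, and no list from it was tested as a set.

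Start and end sites of a gene within 5 bp of each other were chained into 1 site, over all transcripts of the gene in all cells, and junction positions within 1 bp were taken as the same. A conservative isoform is a combination of exon structure as deposited, start site, end site and junction positions, and an exon cassette isoform is an exon structure. Junction offsets were taken from the median of the gene and exon structure, where this had 2 or more transcripts, with a limit of 1 bp, over transcripts with as many aligned blocks as exons, whether or not they covered the first exon. Shares have Wilson 95% intervals. Fisher's exact test was used for exon pairs and junction shares, with 0.5 added to each count for the odds ratio, and Spearman's rho and Pearson's r with 100000 permutations for relations across genes, all two-sided, with 0.05 as the threshold and Benjamini-Hochberg adjustment within each set of relations. Python 3.11.15 was used with scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

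A cell type counts as 1 sample, so no test compares cell types. The tests, the marker lists, the alternatives that the closing section gives as set in advance and the rule for naming genes were set before the data were examined. The rule names Mbp, Cnp and Mobp among the genes of the paper, the 5 genes with the most conservative transcripts, the genes with the most conservative and the most coding isoforms in a cell, the 3 genes with the most transcripts among those with every transcript distinct, and the 3 genes each with the most displaced noncoding and coding junctions, and what it gave beyond the genes named in the text is not reported here. The alternatives set in advance were UMIs read 2 or more times, other tolerances at ends and junctions, other offset limits, no requirement for the first exon, other minimum numbers of transcripts, thinning to equal depth, a rank test and a test paired by gene, 1 entry per isoform, and leaving out each cell.

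The steps were tested on simulated data. Planted start sites, far apart and with up to 2 bp of jitter, were recovered for 100% of 1679 genes. With sites within 5 bp joined, this outcome was given by construction. It checks the code alone and does not test sites that lie close together. A planted difference of 4.5 percentage points between noncoding and coding junctions was recovered as 4.50 over 200 simulations. With no difference planted, p was below 0.05 in 4% of 200 simulations. When shares varied between genes, Fisher's exact test on pooled positions gave p below 0.05 in 44% of 100 simulations with no difference and the test paired by gene in 1%, so the p from pooled positions overstates the certainty wherever it is given. With no relation planted across genes, 5% of 100 simulations had p below 0.05, and a planted slope of 0.7 was recovered as 0.693. A planted sharing of 10% was recovered as 10%.

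The labels of the deposited samples name the cells matched to the VLMCs as progenitors of oligodendrocytes and give their stage as embryonic, and the match was made by elimination. Transcripts of 2 or more overlapping genes (356) were left out. ERCC transcripts, Preseq curves, Sanger sequences and sequencing without amplification were not analysed here.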

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

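The tests of wrong assignment for neuronal transcripts and of astrocytes and endothelial cells in the same reaction were chosen after the results had been seen. The transcripts described here belong to marker genes of cell types that the paper does not discuss, and they exceed the share that a count of 0 would allow in their cell. No measure of a single cell lay far enough from the other 5 to pass Dixon's test, over 21 measures.

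Oligo5-2 had 37 transcripts of neuronal markers (Snap25 19, Syt1 9, Meg3 5, Stmn2 3 and Rbfox3 1), or 0.596% of its transcripts. The other 5 cells had 0 such transcripts against the 37 of Oligo5-2, which argues against reads assigned to the wrong cell after pooling, since none of the other 5 cells held a source. Of 20 further genes abundant in neurons, 5 had transcripts in Oligo5-2 (Ndrg4 8, and Stmn3, Nefl, Nefm and Camk2a 1 each), 12 transcripts in all, and 0 in the other cells. RNA of a neuron in the same reaction and expression by the cell itself cannot be told apart, because 5 of the 20 genes at these counts decide for neither. No biological explanation was tested.

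Transcripts of astrocyte markers numbered 5 in VLMC-1 (Gja1 4, Slc1a3 1), 21 in VLMC-2 (all Slc1a3), 4 in Oligo5-1 (all Slc1a3) and 17 in Oligo5-2 (all Slc1a2). RNA of an astrocyte would bring several of the 5 markers. In VLMC-2 and in Oligo5-2, 1 marker held all 21 and all 17 transcripts, which argues against an astrocyte in the same reaction. In VLMC-1, with 2 markers, and in Oligo5-1, with 1, the transcripts are too few, and RNA of an astrocyte and expression by the cell itself cannot be told apart. Expression of these single genes by the cells themselves was not tested.

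Transcripts of endothelial markers numbered 14 in VLMC-2, all of Itm2a (1 of 5 markers), and 9 in Oligo5-1 (Itm2a 6, Ly6c1 2 and Cldn5 1, or 3 of 5 markers). For VLMC-2 the single marker argues against RNA of an endothelial cell in the same reaction. For Oligo5-1, RNA of an endothelial cell and expression by the cell itself cannot be told apart, since 9 transcripts over 3 markers are too few. No biological explanation was tested.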

How the results depend on the processing

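Merging related UMIs, using the short or the long run alone, other definitions of the first exon, coding calls by median position, exon structures with 10 or more transcripts, leaving out transcripts far from their gene, chains of block boundaries and junction positions alone were alternatives chosen after seeing the data. The others were set in advance. Over 206 values under alternatives, 128 of those set in advance and 44 of those added kept their direction and their side of the threshold, or moved by less than the spread between cells. Of the 128, 6 could not move, since all transcripts and leaving out either VLMC leave the Mbp transcripts compared the same. Among those set in advance, 21 moved further, 1 reversed and 1 became stronger. Among those added, 5 moved further, 3 reversed and 3 became weaker. For changes given without a reason, the cause was not tested.

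The tolerance at transcript ends moved values that count end sites, by construction, since it defines the sites. With every end position distinct, conservative isoforms per gene were 2.23, transcripts per isoform 1.20, the share of TSS and TTS events 88.9%, the share of isoforms in all 3 cell types 1.39% and the mean major isoform share 15.8%. At 10 bp, TSS and TTS events were 67.5% and sharing 10.4%. At 20 bp, transcripts per isoform were 1.89, TSS and TTS events 60.2%, sharing 15.0% and the major isoform share 57.2%. Junction tolerances of 0 and 10 bp gave 65.7% and 79.1% TSS and TTS events.

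With UMIs read 2 or more times, transcripts per isoform were 1.36 and TSS and TTS events 79.2%. The difference between noncoding and coding junctions was then 5.71 percentage points for ends, in place of 10.2, and 4.68 for starts, in place of 4.34. Without the requirement for the first exon, isoforms per gene were 2.02, transcripts per isoform 1.41, TSS and TTS events 66.9% and the major isoform share 25.6%. In the same alternative the order of position and cassette events, which is not among the 206 values, was reversed, with mean shares of 7.52% and 25.6%. A transcript that starts in a later exon then counts as another exon structure. Genes with 5 or more transcripts in each cell type had 10.4% of isoforms in all 3 types. Depth limits the number of isoforms per gene, which was 1.37 with each cell thinned to 741 transcripts.

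With more than 5 transcripts per gene, the major isoform share had rho -0.116 to expression (permutation p = 0.0386), a reversal, and -0.164 to the number of exons (permutation p = 0.00333). In the long run alone these were -0.117 (permutation p = 0.409) and 0.0333 (permutation p = 0.812), both reversed in sign and neither past the threshold.

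Transcripts per isoform were 1.36 with related UMIs merged, 1.50 in the short run and 1.43 in the long run. The long run alone also gave 4.47% of isoforms in all 3 cell types, and a log2 odds ratio of 4.50 for Mbp exons 4 and 5 (exact p = 1). These 2 values for Mbp occur together only where at least 1 of the exons was in every transcript, so the long run cannot test that pair. With coding called at the median position and exon structures of 10 or more transcripts, the difference between noncoding and coding junctions was 1.96 percentage points for starts (exact p = 1.7e-18) and -0.685 for ends (exact p = 0.137), a reversal in sign, over pooled positions. Paired by gene it was 1.00 for starts (permutation p = 0.148, 35 genes) and 0.0686 for ends (permutation p = 1, 13 genes), neither past the threshold. By junction positions alone, the largest number of coding isoforms in a cell was 13.

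Leaving out each cell in turn gave 1.53 to 1.65 isoforms per gene, 1.62 to 1.70 transcripts per isoform, 72.9% to 75.0% TSS and TTS events, 5.26% to 6.18% sharing and a major isoform share of 42.9% to 50.7%. The log2 odds ratio of Mbp exons 4 and 5 ranged from 8.05 to 8.71, and that of exons 2 and 3 from 0.36 to 2.66, with the lowest value without Oligo1-1 (exact p = 1). The difference between noncoding and coding junctions was 4.14 to 4.50 percentage points for starts and 8.55 to 11.2 for ends. The rho of isoforms to transcripts was 0.760 to 0.818 for conservative and 0.165 to 0.212 for exon cassette isoforms. The rho of the major isoform share was 0.0457 to 0.136 to expression and -0.144 to -0.0420 to exons. No call changed.

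No paired analysis was possible because no result tests a difference between cell types and the numbers of the cells mark no shared animal in the labels or the text. The alternative on ERCC transcripts was not run, since the file holds no ERCC gene names.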

Differences from the paper's values

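Of 86 values compared with the paper, 8 differ, 1 from the text, 7 read by eye from figures, and none of 36 from the supplements. A value was taken to differ where the larger is more than 1.5 times the smaller and, where an SD over cells was computed, the gap also exceeds that SD. Smaller gaps are not counted, such as that for 3′ ends at the annotated end, where the paper gives 70% and the value here is 52.1% by spliced length (SD over cells 2.42), and 71.6% by genomic extent, a scale listed after the values had been seen. For Mbp exons 2 and 3, the paper's p is 0.31 and the value here 0.174, by the same test (Fisher's exact test). Of the alternatives set before the data were examined, leaving out Oligo5-1 gave a value near the paper's (0.318). The others did not: UMIs read 2 or more times 0.523, 1 entry per isoform 0.154, and leaving out Oligo1-1 1, Oligo1-2 0.171 or Oligo5-2 0.169. Using all transcripts or leaving out either VLMC cannot move the value, since the comparison takes only transcripts that cover exon 1, and the VLMCs have no Mbp transcript. Merging related UMIs, an alternative chosen after seeing the values, gave 0.313, and the short and the long run alone gave 0.115 and 1. In each case exons 2 and 3 stay on the same side of the threshold as in the paper.

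For conservative isoforms shared by Oligo5 and VLMCs alone, the paper shows about 8% in Fig. 2b, read by eye, and the value here is 2.49%. It differed under every alternative run, set in advance or added, with values from 1.00% to 4.75%. For those shared by Oligo1 and Oligo5 alone, the paper shows about 3% in Fig. 2b, read by eye, and the value here is 7.60%. Of the alternatives set in advance, every end position distinct (2.27%) and leaving out Oligo1-1 (3.74%) did not differ, and all others did, as did the added ones. The 2 regions thus lie in the opposite order to that in the figure, with each label read in its place. With these 2 labels exchanged neither value would differ, and whether they are in their intended places was not determined.

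For exon cassette isoforms of VLMCs alone, the paper shows about 4% in Fig. 2b, read by eye, and the value here is 6.82%. The alternatives set in advance that did not differ leave out VLMC-1 (5.68%), VLMC-2 (5.81%), Oligo1-1 (4.48%) or Oligo5-2 (6%), and the others set in advance differed. The short run (5.67%) and the long run (4.17%) alone, chosen after seeing the values, did not differ, and merging related UMIs did. For those of Oligo1 and VLMCs, the paper shows about 2% in Fig. 2b, read by eye, and the value here is 3.06%. Leaving out VLMC-1 (2.97%), VLMC-2 (1.94%) or Oligo1-1 (1.49%), and thinning each type to the same depth (2.67%), did not differ, and the others set in advance and all added ones did. For those of Oligo1 and Oligo5, the paper shows about 3% in Fig. 2b, read by eye, and the value here is 5.18%. Leaving out Oligo1-1 (3.73%) or Oligo5-2 (3%), and thinning (4.17%), did not differ, and the others set in advance and all added ones did.

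For coding against noncoding junctions at the end of the first exon, the paper gives p of about 0.26 in Fig. 3a, read by eye, and the value here is 5.4e-20. At the start of the last exon the paper gives about 0.99 in Fig. 3a, read by eye, and the value here is 9.4e-47. The paper used a two-sided Wilcoxon test and the values here are from Fisher's exact test on pooled positions. Both differed under every alternative run, set in advance or added. The pooled p overstates the certainty. The test paired by gene, which does not take positions of 1 gene as independent, gave permutation p = 1.2e-04 and 1.3e-04, with coding called at each observed position.

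The paper finds no trend of exon cassette isoforms with expression, while rho here was 0.196 (permutation p = 1e-05, the smallest possible), weaker than for conservative isoforms. Part of this relation is given by construction, since isoforms cannot exceed transcripts. In draws of 10 transcripts from each of the 223 genes with 10 or more, rho to expression was 0.121 (permutation p = 0.0706, adjusted p = 0.261), which does not go against the paper's statement. The introduction describes several coding isoforms per gene as common in single cells. Here, 67 of 4560 combinations of a gene and a cell (1.47%) had more than 3, and the part held of Additional file 5 has 35 of 1893 (1.85%). For Mbp the paper describes more heterogeneity at the 3′ end than at the 5′ end. The transcripts here had 8 end sites and 9 start sites, with a gap in the last exon in 4 of 89. Of the 89, 15 ended more than 20 bp before the annotated end. Oligo1-1, with 61 of the 89, had 7 end sites and 6 start sites. Oligo1-2 (2 and 3) and Oligo5-2 (1 and 4) had fewer end sites than start sites, and Oligo5-1 had 3 of each. In the supplementary tables, some printed values do not follow from their parts. In Table S2 the average number of exon cassette isoforms is 857, and its 6 cells average 745, and for genes with conservative transcripts the values are 748.333 and 681.5. In Table S1, valid reads total 155000, and the parts sum to 158900. For Oligo5-1 the short run has 12600 valid and 12700 mapped reads, and for Oligo5-2 the runs sum to 20200 valid reads where 16300 is given.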

Other observations

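The tests of related UMIs, of similar transcripts, of the adapter base and of transcripts far from their gene were chosen after the results had been seen, and so were the classes of transcript numbers, coding calls by median position, exon structures with 10 or more transcripts, the test paired by gene on these, leaving out Apod, the short or the long run alone and junction positions alone. The design names cell types only, and no biological explanation was tested unless named.

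Related UMIs, which differ by 1 substitution or a shift of 1 base, made up 18.3% of the pairs of UMIs of a gene with 2 to 5 transcripts in a cell (8.33% to 37.3% by cell), against 0.976% of pairs of different genes. In genes with 6 to 10, 11 to 30 and 31 or more transcripts the share was 5.51%, 2.43% and 1.1%. Related pairs had the same exons and junctions in 79.0%, against 73.2% of unrelated pairs of the same genes and cells, higher in 6 of 6 cells, which argues against similar transcripts alone. Among UMIs that are another UMI shifted to the right, 48% began with T, against 32.1% of all UMIs. A misplaced last base of the adapter is not the whole explanation, since shifts with other first bases also exceeded chance (909 against 415.6). Errors in reading UMIs, so that 1 molecule is counted as 2 or more transcripts, remain open and could explain the 18.3%. Merging related UMIs took 13293 conservative transcripts to 10646 (19.9% fewer), where dealing UMIs at random would merge 9.94%.

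Pairs of transcripts of a gene were the same conservative isoform in 27.8% to 66.6% within a cell (median 41.5%), and in 15.9% to 23.0% between cells of different types. With unrelated UMIs alone, the median within cells was 24.5% (19.1% to 36.7%), with 3 of 6 cells within the range between cells. Whether errors in UMIs account for the whole excess cannot be told apart from a true difference between cells, since 3 of the 6 cells stay above that range.

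Between cells of different types, 19.9% of pairs (median) were the same isoform, and between cells of the same type 18.7%. By this measure the cells of the same type shared no more, over 3 such pairs of cells, which argues against a general difference between cell types as the origin of the low sharing of isoforms. Depth remains open, since the share of pairs does not depend on it and so does not test it. With each type thinned to the same number of transcripts, 6.41% of isoforms were in all 3 types, against 6.14% without thinning. Single genes were not tested.

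With coding called at the median position, 64.0% of the difference in displaced junctions was left for starts and 47.9% for ends, over pooled positions. Paired by gene, the difference fell from 14.2 to 4.52 percentage points for starts and from 36.2 to 16.0 for ends. Displaced junctions of coding exons that fall outside the coding annotation could thus be the source of most of the difference at ends. For starts, whether such junctions are the source of most of the difference cannot be told, since pooled and paired values disagree. Where the exon structure had 10 or more transcripts, the difference by the same call was 1.96 percentage points for starts over pooled positions (exact p = 1.7e-18), and 0.959 without Apod (exact p = 2.4e-05). Paired by gene it was 1.00 (permutation p = 0.148, 35 genes). For starts, shallow structures and a difference between coding and noncoding junctions cannot be told apart, since the 2 tests disagree and the genes are few. For ends the difference was -0.685 (exact p = 0.137), and shallow structures could explain what is left.

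Of 607 displaced coding junctions, 54.0% (Wilson 95% interval, 50.1% to 58.0%) lay within 1 bp of another annotated exon boundary, but with the 218 genes weighted equally the share was 38.0%. The weighting by gene was added after seeing the values. Use of annotated splice sites and errors cannot be told apart for coding junctions, since the shares lie on both sides of an even split. For noncoding junctions the share was 18.0% (14.0% to 22.9%), and 15.6% with genes weighted equally, so that use of annotated sites leaves most of these unexplained. Errors of alignment and splice sites that are not annotated remain open.

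The largest number of coding isoforms in a cell was 21 with transcript ends in the coding sequence counted and 13 with junction positions alone, so transcript ends in the coding sequence could account for part of the larger number.

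The share of transcripts that cover the first exon had a range over cells of 36.0 percentage points. Within the short run the range was 30.1 and within the long run 45.5, which argues against the mix of runs as the source. With 438 genes of the 4 oligodendrocytes weighted equally the range was 34.4, which argues against the genes expressed. Oligo1-2 and Oligo5-1, one of each oligodendrocyte stage, have the low values. Degradation of RNA and incomplete reverse transcription remain open.

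The 2 cells labeled as progenitors in the deposited samples had 348 transcripts of VLMC markers and 0 of progenitor markers other than Pdgfra, in line with a wrong cell type in the labels and with the type named in the paper.

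A VLMC and an oligodendrocyte had the same gene and UMI in 163 transcripts, where 102 would be so by chance. The VLMCs had 0 transcripts of oligodendrocyte markers, against 3580 in the oligodendrocytes, which argues against reads assigned to the wrong cell after pooling as a general source.

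Positions more than 1 Mb from the gene occurred in 31 of 13983 transcripts read 2 or more times, and in 0 of 21858 read once (upper limit at 3 counts, 0.0137%). The fewest reads of such a transcript were 4. This is in line with the merging of reads of different genes that share a UMI, where median positions are taken. The values without these transcripts were 4.16 percentage points for the starts of noncoding against coding junctions and 9.74 for the ends.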
